# Transcription-Based Multidimensional Regulation of Fatty Acid Metabolism by HIF1α in Renal Tubules

**DOI:** 10.3389/fcell.2021.690079

**Published:** 2021-07-02

**Authors:** Wenju Li, Aiping Duan, Yuexian Xing, Li Xu, Jingping Yang

**Keywords:** lipid metabolism, HIF, transcription regulation, lipidome, mitochondria

## Abstract

Lipid metabolism plays a basic role in renal physiology, especially in tubules. Hypoxia and hypoxia-induced factor (HIF) activation are common in renal diseases; however, the relationship between HIF and tubular lipid metabolism is poorly understood. Using prolyl hydroxylase inhibitor roxadustat (FG-4592), we verified and further explored the relationship between sustained HIF1α activation and lipid accumulation in cultured tubular cells. A transcriptome and chromatin immunoprecipitation sequencing analysis revealed that HIF1α directly regulates the expression of a number of genes possibly affecting lipid metabolism, including those associated with mitochondrial function. HIF1α activation suppressed fatty acid (FA) mobilization from lipid droplets (LDs) and extracellular FA uptake. Moreover, HIF1α decreased FA oxidation and ATP production. A lipidomics analysis showed that FG-4592 caused strong triglyceride (TG) accumulation and increased some types of phospholipids with polyunsaturated fatty acyl (PUFA) chains, as well as several proinflammatory lipids. Nevertheless, the overall FA level was maintained. Thus, our study indicated that HIF1α reduced the FA supply and utilization and reconstructed the composition of lipids in tubules, which is likely a part of hypoxic adaptation but could also be involved in pathological processes in the kidney.

## Introduction

Hypoxia has been implicated in the pathogenesis of various acute and chronic kidney diseases and plays a pivotal role in the final common pathway to end-stage renal disease (ESRD) (Nangaku, 2006; Tanaka et al., 2014; Pruijm et al., 2018; Packer, 2020). Hypoxia-induced factor (HIF) serves as the primary transcriptional regulator in hypoxia, although its role in the pathogenesis of renal diseases is not well understood. Functional HIF protein is a heterodimer comprised of α and β subunits, while 1α and 2α are the most ubiquitous α-subunits. Under normoxia, HIF1α and 2α undergo constant O_2_-dependent hydroxylation by prolyl-4-hydroxylases (PHDs), which are recognized by the Von Hippel–Lindau tumor-suppressor (VHL) E3 ligase complex and finally degraded by the proteasome (Schito and Rey, 2018). Under hypoxia, HIFα hydroxylation is obstructed, and then accumulated stable HIFα subunits migrate to the nucleus and combine with HIFβ. The HIF heterodimer binds to specific DNA sequences, namely, hypoxia-responsive elements (HREs), and modulates the expression of a series of genes mediating extensive adaptive hypoxic responses concerning angiogenesis, erythropoiesis, and cell survival, proliferation, and metabolism (Weidemann and Johnson, 2008).

However, in hypoxia-related renal pathology, the exact roles of HIF and HIF-induced reactions remain obscure. Moreover, discriminating HIF-regulated responses and hypoxic injuries is important, especially because PHD inhibitors (HIF stabilizers) have been used for renal anemia treatment. Oral PHD inhibitor roxadustat showed satisfactory efficacy and safety for renal anemia treatment (Chen et al., 2019a), whereas some studies suggest that HIF positively contributes to renal inflammation and fibrosis (Li et al., 2018, 2019). Thus, further recognizing HIF-related reactions in the kidney is important.

The kidney is one of the most energy-consuming organs, while tubular epithelial cells depend mostly on fatty acid oxidation (FAO) as their energy source (Kang et al., 2015). Disturbance of FAO underlies chronic renal fibrogenesis, which is partly attributed to ATP depletion (Kang et al., 2015). Excess local lipid accumulation was also associated with nephropathy progression (Abrass, 2004; Weinberg, 2006; Bobulescu, 2010). The mechanisms mainly include induction of mitochondrial dysfunction, endoplasmic reticulum stress, apoptosis, and reactive oxygen species and proinflammatory factor production (Weinberg, 2006; Bobulescu, 2010; Bhargava and Schnellmann, 2017). HIF was recently found to be linked with renal tubular lipid accumulation, although further investigations are needed to reveal the concrete mechanism (Schley et al., 2020).

Our study showed that HIF1α activation controls lipid utilization and composition in tubules through transcriptional regulation of metabolic genes regarding fatty acid mobilization, uptake, and utilization block. Such regulation might reflect a special pathway by which kidney tubules react to acute or chronic hypoxia, which could theoretically be involved in some pathological processes.

## Materials and Methods

### Cell Culture

The immortalized human renal proximal tubular cell line HK2 was cultured in DMEM/F12 (Gibco, Thermo Fisher Scientific, Waltham, MA, United States) supplemented with 10% fetal bovine serum (FBS, Gibco) and with 1% FBS in serum-limited medium. Cells were plated in 10-cm dishes or plates before exposure to 50 μM FG-4592 (HY-13426, MedChemExpress, dissolved in DMSO) for the indicated duration. All control groups were treated with the same dosage of DMSO. An airtight culture chamber containing 0.1% O_2_ and 5% CO_2_ was used for hypoxic cell culture.

### RNA-Seq Analysis

HK2 cells were cultured in DMEM/F12 with or without 50 μM FG-4592 treatment for 6 h and then harvested in TRIzol (15596026, Invitrogen, Thermo Fisher Scientific, Waltham, MA, United States). RNA samples were provided to the Vazyme Biotech Company for library construction and sequencing. The adaptor-trimmed and quality-filtered reads were mapped to hg19 using HISAT2. Transcript assembly was performed with StringTie. Fragments per kilobase of transcript sequence per million mapped fragments (FPKM) was used for expression level assessment.

### ChIP-Seq Analysis

Chromatin immunoprecipitation sequencing assays were performed as previously described (Hancock et al., 2019). Briefly, HK2 cells were treated under the same condition as the RNA-seq test. Cells were collected, and chromatin extract was sonicated for 15 s on and then 30 s off for 12 cycles. Immunoprecipitation was performed using anti-HIF1α (NB100-134, Novus Biologicals, Littleton, CO, United States). DNA was purified by a DNA Clean & Concentrator-5 kit (DCC-5, Zymo Research, Irvine, CA, United States). Libraries were constructed and sequenced on HiSeq 4000. The adaptor-trimmed and quality-filtered reads were aligned to hg19 using Bowtie2 with default parameters. Uniquely mapped reads were used for peak calling with MACS2. The RNA-seq and ChIP-seq datasets are available from the National Center for Biotechnology Information Gene Expression Omnibus.

### Lipidomics Profiling

Lipidomics profiling was performed in accordance with a previous study (Keerthisinghe et al., 2020). Briefly, the profiling of lipids was conducted using a reversed-phase HPLC system coupled to a 6550 Q-TOF system (Agilent, Santa Clara, CA, United States). The processing of metabolome data was carried out using the XCMS online web platform (Huan et al., 2017). Based on orthogonal partial least squares discriminant analysis (OPLS-DA), lipid metabolites that contributed to the lipidome difference according to the threshold of variable importance (VIP) value and fold changes were identified.

### Analysis of Lipolysis, FAO, TG Content, and ATP Production

Lipolysis was determined by measuring the free glycerol content in the extracellular medium with a colorimetric assay (F6428, Sigma, St. Louis, MO, United States) according to the manufacturers’ instructions (Maus et al., 2017). The results were represented as relative quantities. FAO, triglyceride (TG) content, and ATP production were tested with commercially available kits (ab222944, Abcam; A110-1-1, Nanjing Jiancheng, Nanjing, China; and S0026, Beyotime, Haimen, China, respectively) according to the manufacturers’ instructions. The results were normalized by protein concentration with the cells in each sample through a BCA assay.

### Immunofluorescence and Confocal Microscopy

Briefly, cells were cultured on coverslips and fixed with 4% PFA for 10 min, permeabilized with 0.1% Triton X-100 in PBS, and then incubated with anti-LAMP1 antibody (9091, CST, Danvers, MA, United States), followed by subsequent labeling with a secondary antibody. LDs were stained with 20 mg/ml BODIPY 493/503 (790389, Sigma) for 30 min. Fluorescence images of BODIPY 558/568 C_12_ absorption were collected using confocal microscopy (LSM 710, Zeiss, Jena, Germany).

### Mitophagy and Mitochondrial Membrane Potential Staining

Mitophagy detection was performed with a fluorescence probe (MD02, Dojindo, Rockville, MD, United States) according to the manufacturer’s protocol. In brief, the cells were stained for 1 h at 37°C/5% CO_2_ in the dark, and after being washed with PBS, fluorescence pictures were captured in living cells and analyzed using ImageJ 1.5 software. JC-10 (40707ES03, Yeasen, Shanghai, China) staining was carried out according to the manufacturer’s protocol. Fluorescence pictures were similarly captured in living cells, and the red-to-green fluorescence ratio was employed to evaluate the changes in mitochondrial membrane potential.

### Other Methods

Quantitative real-time PCR was performed after reverse transcription with PrimeScript^TM^ RT reagent kit (RR047A, Takara, Mountain View, CA, United States) with gene-specific primers and SYBR Green PCR Master Mix (43-676-59, Applied Biosystems, Foster City, CA, United States). Western immunoblotting was performed as described previously (Li et al., 2018). Anti-BNIP3 (3769, CST), anti-PLIN2 (15294-1-AP, Proteintech, Rosemont, IL, United States), anti-COX4 (11242-1-AP, Proteintech), and anti-GAPDH (HC301-01, Transgen, Strasbourg, France) were used. siRNA transfection was performed with Lipofectamine RNAiMAX (13778-075, Thermo Fisher) according to the manufacturer’s recommended protocol. Sequences of primers and siRNAs are provided in Supplementary Table 1.

### Statistical Analyses

All numerical results are shown as the mean±SEM. Two-tailed unpaired Student’s *t* test was used for statistical analysis, *n* = 3 for each group unless otherwise indicated.

## Results

### HIF1α Activation Suppressed Lipid Droplet Consumption in Tubular Cells

As HIFα proteins undergo constant hydroxylation and degradation in normoxia, to identify the direct effects of HIF activation on renal tubules, we used the PHD inhibitor FG-4592 to stabilize HIF protein. Consistent with a previous report (Li et al., 2019), PHD inhibition significantly increased the protein level of HIF1α (Figures 1A,B). HIF2α was also increased under FG-4592 treatment in cultured HK2 cells (Supplementary Figure 1A). We focused on the effects of HIF1α since HIF1α rather than HIF2α is predominantly expressed in tubular cells under hypoxia *in vivo* (Schödel et al., 2009) and is responsible for fibrogenesis in cultured tubular cells (Li et al., 2019). Efficient utilization of lipids was verified by BODIPY 493/503 stained LDs in HK2 cells cultured in serum-limited medium, which exhibited time-dependent depletion of LD content (Supplementary Figure 1B). We found that FG-4592 treatment repressed (though not fully blocked) lipid consumption and led to significant lipid accumulation, while *HIF1A* knockdown by siRNA reversed these effects (Figures 1C,D and Supplementary Figure 1B). These results suggested that HIF1α activation could increase lipid accumulation in tubular cells. Similarly, hypoxic conditions promoted cellular lipid accumulation, which could be slightly augmented by simultaneous FG-4592 treatment but could not be prevented by *HIF1A* knockdown, suggesting the coexistence of both active regulation and hypoxic restriction of lipid utilization (Figures 1C,D).

**FIGURE 1:**
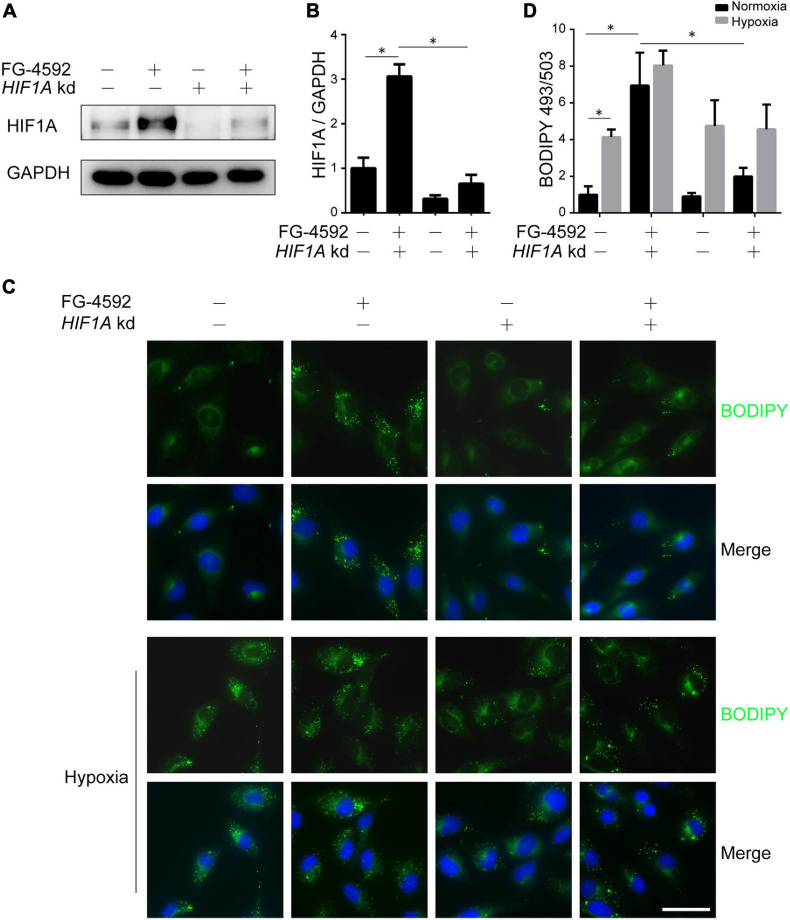
HIF1α activation leads to lipid accumulation in tubular cells. HK2 cells were treated or untreated with 50 μM FG-4592 in serum-limited medium for 24 h. Representative immunoblots **(A)** and quantitative analysis **(B)** of HIF1α in total cell lysates from HK2 cells. GAPDH was used as loading control. **(C,D)** Lipid droplets of HK2 cells were labeled by BODIPY 493/503 (green) staining, and the average areas of BODIPY 493/503 staining per cell were evaluated by optical density. Nuclei were stained with Hoechst 33258 (blue). Values were normalized to control group. *HIF1A* kd: *HIF1A* knockdown by siRNA. Scale bar: 50 μm. All images are representative of multiple experiments. Statistical analysis was performed using Student’s *t* test. *p < 0.05. Values are expressed as the mean ± SEM.

### Transcriptional Regulation of Metabolism-Related Genes by HIF1α

To further understand how HIF1α mediated metabolic changes in renal tubules, RNA sequencing (RNA-seq) was performed to examine gene expression under FG-4592 treatment. 

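FG-4592 (roxadustat) inhibits the prolyl hydroxylases that mark HIFα proteins for degradation, and HK2 is an immortalized human renal proximal tubular cell line. The 2 RNA-seq libraries analysed here are both labelled as HK2 cells treated with 50 μM FG-4592, and the paper gives the treatment time as 6 h. Libraries of untreated cells were not analysed here, so the values below are expression levels under FG-4592 and no fold change was computed. The statistics section of the paper gives n = 3 for each group unless otherwise indicated, while 2 replicates enter here. The authors mapped the reads with HISAT2 and estimated transcript levels with StringTie, and the header of the deposited tables names version 1.3.3 and the GENCODE 27 annotation. Each library lists coverage, FPKM (fragments scaled by transcript length and by the number of mapped fragments) and TPM for 200401 transcripts of 58288 genes. The methods name hg19, but the coordinates in these tables are those of GRCh38: *ANGPTL4* starts at position 8363289 of chromosome 19 there and at 8428173 on GRCh37. Expression was therefore joined to the ChIP-seq peaks by Ensembl gene identifier and never by position. The tables hold no read counts. Coverage multiplied by transcript length summed to 4442 Mb in replicate 1 and 4202 Mb in replicate 2. FPKM was summed over the transcripts of a gene, and 13476 genes reached an FPKM of 1 in replicate 1 and 13514 in replicate 2. Across the 55862 genes found in both annotations, log2(FPKM + 1) had a Pearson correlation of 0.995 between the replicates, a description across genes, which are not independent replicates. Among 13317 genes with a mean FPKM of at least 1, the median absolute log2 difference was 0.12. Of 6337 genes with a mean FPKM of at least 10, 55 differed more than 2-fold between the replicates.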

A total of 193 significantly differentially expressed genes (DEGs, | log_2_ fold change| >1, *p* < 0.05) were identified (Supplementary Figure 1C). We next examined the function of these DEGs. As shown in Figure 2A, the top four enriched GO terms for biological processes were response to hypoxia (GO:0001666), pyruvate metabolic process (GO:0006090), angiogenesis (GO: 0001525), and regulation of lipid metabolic process (GO: 0019216). In addition, a gene set enrichment analysis (GSEA) of the total transcriptome also showed that cells treated with FG-4592 displayed enrichment of the gene expression signature that corresponds to the hypoxic response and lipid metabolism regulation category (*p* < 0.001; FDR < 0.001; Figure 2B).

**FIGURE 2:**
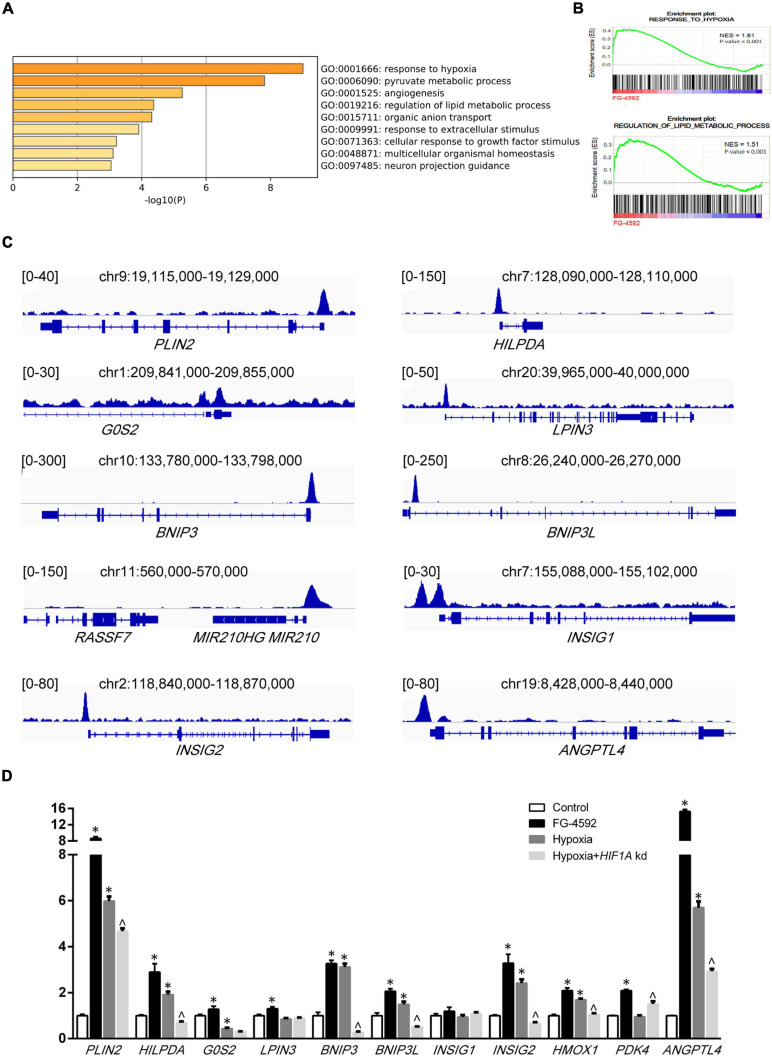
Direct transcriptional regulation by HIF1α. **(A)** Functional annotation clustering showed enriched Gene Ontology (GO) terms for biological processes among significantly differentially expressed genes in FG-4592-treated HK2 cells (6 h). **(B)** Enrichment plots from the GSEA performed for GO categories on transcriptomic profiling of HK2 cells treated with and without FG-4592. NES, normalized enrichment score. **(C)** Schematics of respective gene loci with HIF1α ChIP-seq peaks from HK2 cells under FG-4592 treatment. **(D)** Determination of gene expression levels in HK2 cells cultured in normoxia or in 6-h hypoxic (0.1% O_2_) conditions by RT-qPCR. FG-4592 was added simultaneously to groups indicated. *HIF1A* kd: *HIF1A* knockdown by siRNA. Statistical analysis was performed using Student’s *t* test. *p < 0.05 vs control groups; ^*p* < 0.05 vs hypoxia groups. Values are expressed as the mean ± SEM.

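The genes listed in Table 1 are *PLIN2*, *HILPDA*, *G0S2*, *LPIN3*, *HMOX1*, *PDK4*, *BNIP3*, *BNIP3L*, *MIR210*, *MIR210HG*, *INSIG1*, *INSIG2* and *ANGPTL4*. All 13 had a mean FPKM of at least 1 in the FG-4592-treated libraries. *BNIP3* had the highest level and *MIR210* the lowest. The difference between the replicates was small for most of them: the median log2 ratio of replicate 2 to replicate 1, with a pseudocount of 1, was 0.07. This lay at percentile 94.4 among 10000 random lists of 13 genes matched on mean FPKM, where the central 95% of medians ran from -0.10 to 0.09. With one library set against another of the same treatment, this describes the libraries and tests no condition. With that pseudocount, *MIR210* was the gene furthest apart, with a log2 ratio of -0.96, and *INSIG2* had the largest ratio in the other direction, 0.22. The pseudocount shrinks the ratio of a gene as low as *MIR210*: it was -1.49 with a pseudocount of 0.1, and with none the values of replicate 2 were 0.331 times those of replicate 1 in FPKM and 0.329 times in bases of coverage scaled to each library's total, a measure chosen after seeing the data. Among the alternatives, these bases of coverage in place of FPKM moved the median ratio most, to 0.06.

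**Figure D1:**
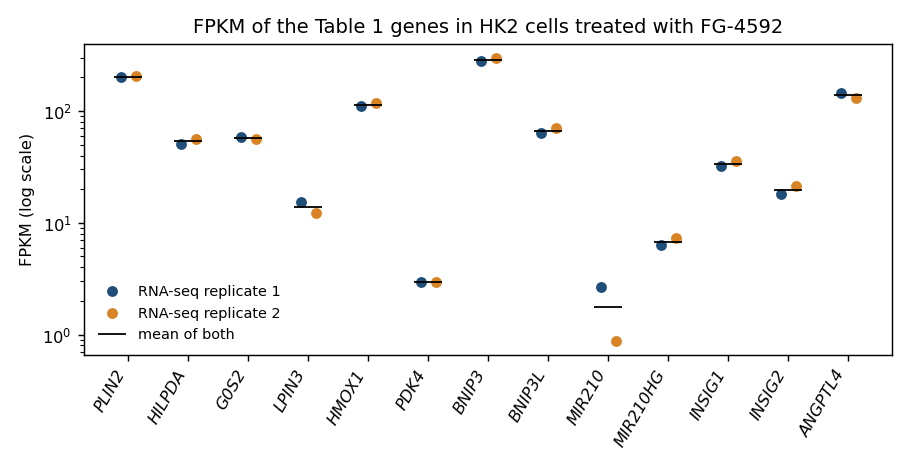
FPKM of the Table 1 genes on a log axis in HK2 cells treated with FG-4592. Dots are the RNA-seq replicates and horizontal lines their mean; the replicates lie close together for all genes except *MIR210*, whose FPKM in replicate 2 is 0.331 times that in replicate 1.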

We examined the functions of upregulated genes that have relationships with lipid metabolism or mitochondrial function (Table 1). To further investigate the association between gene upregulation and HIF1α, we experimentally constructed the chromatin immunoprecipitation sequencing (ChIP-seq) of HIF1α. 

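ChIP-seq sequences the DNA that an antibody recovers together with a chromatin-bound protein, and regions where reads pile up are called as peaks. Here 2 HIF1α replicates of HK2 cells labelled as treated with 50 μM FG-4592 were analysed, under the condition that the paper gives for its RNA-seq (6 h). The authors aligned the reads to hg19 (GRCh37) with Bowtie2, kept uniquely mapped reads and called peaks with MACS2, with one list per replicate. The deposited lists give the chromosome, start and end of each peak and no height, score or p-value, so peaks could not be ranked or filtered by strength and the sequencing depth is unknown. The lists differ in size, with 1689 peaks in replicate 1 and 16953 in replicate 2, a ratio of 10.0. The median peak width was 325 bp in replicate 1 and 404 bp in replicate 2, and the widest peaks were 1581 and 21101 bp. Of the bases in peaks, 32.9% lay in annotated exons in replicate 1 and 84.5% in replicate 2, while exons make up 5.47% of the genome outside assembly gaps. By an overlap of at least 1 bp, 344 replicate 1 peaks (20.4%, Wilson 95% interval 18.5 to 22.4) met a replicate 2 peak. Of the replicate 2 peaks, 332 (1.96%) met a replicate 1 peak. When the other replicate's peaks were placed at random on the same chromosomes, clear of gaps, these shares were 0.98% and 0.105% on average (permutation test by random placement, one-sided, p = 0.001 in both directions, the smallest p that 1000 placements can give). Requiring an overlap of at least 50% of the shorter peak left 19.7% and 1.89%. Promoters were taken as 1 kb on either side of every annotated transcription start site of GENCODE 44 mapped to GRCh37.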

We found that HIF1α directly binds to the promoters of many of these genes (Figure 2C). 

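Positions are on GRCh37. *HILPDA* (ENSG00000135245, chromosome 7, 128095903 to 128098472) had a peak across its start site in both replicates, from 128095612 to 128096040 in replicate 1 and from 128095679 to 128095970 in replicate 2. The core of a hypoxia-responsive element, RCGTG on either strand, lies at 128095825 to 128095829, 1 bp from the centre of the replicate 1 peak, in the sequence GGACGTGCGCCACGTCGTGTGCGTC. *BNIP3* (ENSG00000176171, chromosome 10, 133781188 to 133795471, minus strand) had overlapping peaks from 133795222 to 133795859 and from 133795359 to 133795740, with 7 RCGTG sites in each peak and one at the centre of the replicate 1 peak (GTGCGCAGGGGCGTGGGGTGCGTGT). *BNIP3L* (ENSG00000104765, chromosome 8, 26240570 to 26363152) had peaks centred in an intron. The centre lay 295 bp downstream of the start site at 26240894 in replicate 1, and 276 bp downstream of that at 26240931 in replicate 2. *MIR210* and its host transcript *MIR210HG* share a peak on chromosome 11 that is centred upstream of both, from 568373 to 569141 in replicate 1 and from 568519 to 568785 in replicate 2. The replicate 1 peak spans the *MIR210HG* start site at 568449. *ANGPTL4* (ENSG00000167772, chromosome 19, 8428173 to 8439254) had overlapping peaks from 8428542 to 8429016 and from 8428618 to 8428910. Their centres fall in an intron of its longest annotated extent, upstream of the start site at 8429039, with an RCGTG core at 8428805 to 8428809 (AAAGAAGAGTCACGTCTCCCACGGT).

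*PLIN2* (ENSG00000147872, chromosome 9) had a promoter peak in replicate 1 only, from 19127416 to 19127765, across the start site at 19127490. An RCGTG core lies 17 bp from its centre (CACCCTCGGGCACGTCCCGGCGCCC). *INSIG1* (chromosome 7, 155089377 to 155089610 for the peak nearest its start site) and *INSIG2* (chromosome 2, 118845534 to 118845984) likewise had promoter peaks in replicate 1 only. The *LPIN3* peak of replicate 1, on chromosome 20 from 39969410 to 39969776, spans the start site at 39969461 and is centred in exon 1. The replicate 2 peak counted for *LPIN3* lies from 39986155 to 39986381, at another start site of the gene, and holds no RCGTG. For *G0S2*, *HMOX1* and *PDK4* neither replicate had a peak within 1 kb of a start site. The nearest replicate 1 peaks were 1235951, 8001 and 1521043 bp away, and the nearest replicate 2 peaks 173490, 32481 and 174750 bp away.

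**Figure D2:**
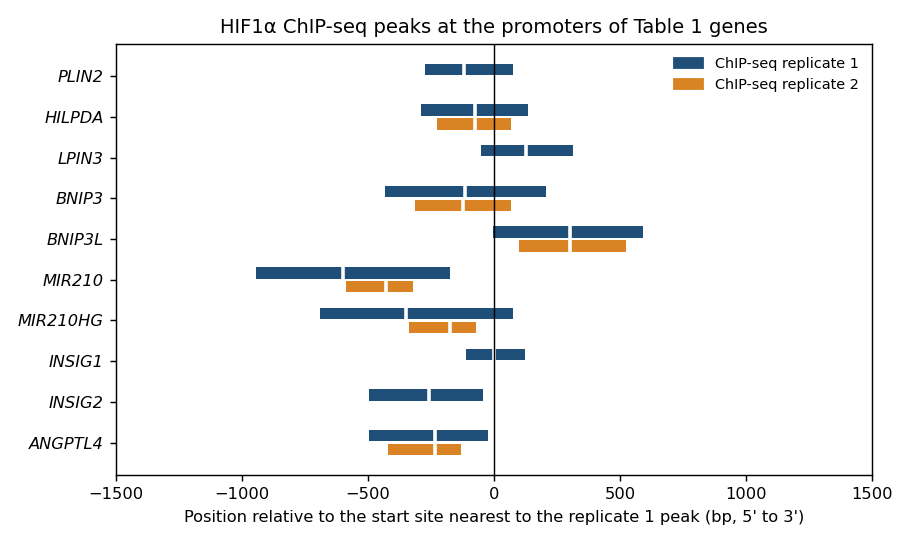
Extent of HIF1α ChIP-seq peaks (bars, one colour per replicate) around the start site nearest to the replicate 1 peak, in bp, for the Table 1 genes with a replicate 1 promoter peak; white marks show the RCGTG core nearest to each peak's centre. Bars of both replicates overlap at *HILPDA*, *BNIP3*, *BNIP3L*, *MIR210*, *MIR210HG* and *ANGPTL4*, and the replicate 2 peak of *LPIN3* lies outside the plotted range.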

Upregulation of most of the genes mentioned above could be verified by qPCR under FG-4592 treatment and under bona fide hypoxic conditions (Figure 2D). *HIF1A* knockdown under hypoxic conditions attenuated the upregulation of some of these genes (*p* < 0.05). These findings suggested that HIF1α directly binds to the promoters of metabolic genes and upregulates their expression.

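Of the 13 Table 1 genes, 10 had a promoter peak in replicate 1, 7 in replicate 2 and 7 in both. Random lists of 13 genes matched on mean FPKM held 0.666 genes with a peak in both on average (permutation test with random lists, one-sided, p = 0.0001, the smallest p that 10000 lists can give). In the same test of each replicate on its own, the random lists held 1.39 genes on average for replicate 1 (permutation test, one-sided, p = 0.0001) and 4.15 for replicate 2 (permutation test, one-sided, p = 0.0738), so the 7 genes of replicate 2 did not pass 0.05. The window moved the count for both replicates most, to 9 genes with 3 kb and with 10 kb around start sites. The genes added were *PLIN2* and *INSIG2*, whose nearest replicate 2 peaks were centred in exons, near other start sites than the replicate 1 peaks. The paper chose these genes as upregulated in its own RNA-seq, so the list is not independent of HIF1α.

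Of all peaks, 1075 in replicate 1 (63.6%) and 6082 in replicate 2 (35.9%) lay at a promoter. Random placement gave 9.56% and 10.5% on average (permutation test by random placement, one-sided, p = 0.001 for each, the smallest p that 1000 placements can give). The placements ignored exons, which held 84.5% of replicate 2 peak bases, and every start site begins an exon. The replicate 2 excess therefore cannot tell promoter binding from a preference for exons. An RCGTG core lay within 100 bp of the peak centre in 85.0% of replicate 1 peaks (Wilson 95% interval 83.2 to 86.6) and in 28.3% of windows of the same width 1 kb to either side (odds ratio 14.3; by Fisher's exact test, two-sided, p was below the smallest number the software can represent). In replicate 2 the shares were 26.7% (26.0 to 27.3) and 23.6% (odds ratio 1.18; Fisher's exact test, two-sided, p = 6.17e-14). As an alternative chosen after seeing the data, the bases of the peak windows were shuffled with dinucleotide counts kept. The share expected in replicate 1 was then 48.7% and the odds ratio 5.94. Fisher's tests treated the windows as independent, although each peak is paired with its own flanks. The small excess of replicate 2 also depends on the control. At promoters, peaks of replicate 2 only carried RCGTG in 29.1% of cases, and promoter windows matched on offset and FPKM in 29.7%.

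Over the genes analysed, 435 had a promoter peak in both replicates. Their median FPKM was 15.9 in RNA-seq replicate 1 and 15.7 in replicate 2, and 82.3% of them had an FPKM of at least 1 in each library. The planned comparison with random lists of annotated genes carries no information, since the median of all annotated genes is 0 and that of a random list is held near it. Among genes with a mean FPKM of at least 1, the medians were 22.2 and 21.9 for the genes with promoter peaks, and 9.20 and 9.41 for all such genes. Outside promoters, replicate 2 peaks follow expression, covering 1.56% of exon bases in protein-coding genes listed at 0 and 29.6% in those with a mean FPKM over 100. Requiring a replicate 2 peak may therefore favour expressed genes. Of the genes with a replicate 2 promoter peak, 50.9% had an FPKM of at least 1 in RNA-seq replicate 1. That share was 77.6% of the genes with a replicate 1 promoter peak and 23.8% of all genes analysed. With either ChIP-seq replicate left out, the median over the mean of the libraries was 1.22 for genes with a replicate 2 promoter peak and 8.96 for genes with a replicate 1 promoter peak, against 15.6 for both. These are levels under FG-4592 and hold no comparison with untreated cells. From promoter peaks at genes that rose under FG-4592, together with RT-qPCR and *HIF1A* knockdown, the paper proposes that HIF1α binds these promoters and raises transcription of the genes.

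**Figure D3:**
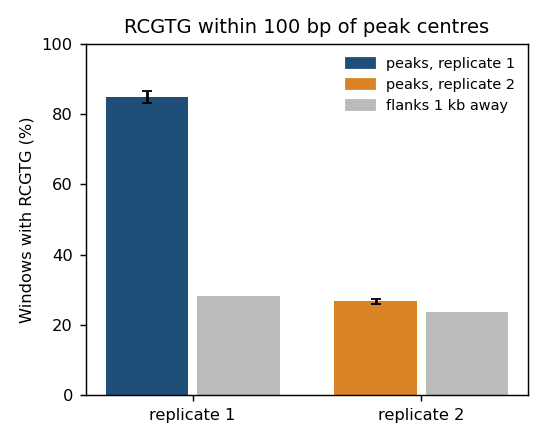
Percentage of 200 bp windows that hold an RCGTG core, at peak centres (coloured bars with Wilson 95% intervals) and in flanks 1 kb to either side (grey bars), for each ChIP-seq replicate. The peak bars are 85.0% and 26.7%, and the flank bars 28.3% and 23.6%. The flanks are not matched to promoters or exons.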

**TABLE 1:** FG-4592-upregulated genes that relate to lipid metabolism or mitochondrial function.

**Gene symbol**	**Fold change (FPKM)**	**HIF1α promoter binding (±)**	**Functions relate to lipid metabolism or mitochondria**
PLIN2	5.76	+	Inhibition of ATGL and lipophagy (Kaushik and Cuervo, 2015)
HILPDA	4.39	+	Inhibition of ATGL (Padmanabha Das et al., 2018)
G0S2	2.84	+	Inhibition of ATGL (Cerk et al., 2018)
LPIN3	1.82	+	Diacylglycerol synthesize (Donkor et al., 2007)
HMOX1	3.19	−	Mitochondrial membrane damage (Zukor et al., 2009); mitophagy (Meyer et al., 2018)
PDK4	2.39	−	Mitochondrial respiration impairment (Oh et al., 2017; Ma et al., 2020); Δψm decrease (Oh et al., 2017)
BNIP3	3.48	+	Mitophagy; mitochondrial respiration impairment (Rikka et al., 2011); mitochondrial permeability transition and Δψm decrease (Zhang et al., 2009; Liu et al., 2017b)
BNIP3L	3.31	+	Mitophagy; mitochondrial fission, Δψm decrease (da Silva Rosa et al., 2020); regulates mitochondrial permeability transition and calcium homeostasis (Mughal et al., 2018)
MIR210	1.33	+	Mitochondrial inner membrane (ETC iron-sulfur clusters) and respiration impairment (Chan et al., 2009; Nakada et al., 2020)
MIR210HG	2.72	+	
INSIG1	1.59	+	Inhibition of SREBP/LDLR (Shimano and Sato, 2017)
INSIG2	3.68	+	Inhibition of SREBP/LDLR (Shimano and Sato, 2017)
ANGPTL4	15.76	+	Inhibition of LPL-mediated hydrolysis of plasma TG to FA and subsequent uptake (Aryal et al., 2019); Promote lipoproteins and FA uptake (Bruce et al., 2018; Loving et al., 2021)

### HIF1α Decreased FA Availability

Among significantly upregulated lipid metabolism genes, some were closely linked to lipid hydrolysis (lipolysis) inhibition. In addition to the process in cytoplasm, lipolysis of the LD portion in lysosomes, named lipophagy, is another important method of lipid catabolism (Zechner et al., 2017). PLIN2, HILPDA, and G0S2 are known to inhibit the activity of ATGL, the key cytoplasmic lipolysis enzyme that also regulates lipophagy by interacting with LC3, while PLIN2 can directly impede lipophagy (Kaushik and Cuervo, 2015; Martinez-Lopez et al., 2016; Cerk et al., 2018; Padmanabha Das et al., 2018). FG-4592 upregulated *PLIN2*, *HILPDA*, *G0S2*, and *LPIN3* (catalyzing diacylglycerol synthesis) expression to approximately 5.8-, 4.5-, 2.9-, and 1.8-fold, respectively (FPKM). Therefore, we hypothesized that inhibition of lipolysis and lipophagy might contribute to lipid accumulation. 

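Under FG-4592, *PLIN2* had an FPKM of 201.9 ± 2.55 (SD, n = 2 libraries), which ranked 220 among the 55862 genes analysed. *HILPDA* had an FPKM of 53.5 ± 3.69 and *G0S2* of 56.9 ± 1.60, a difference between these genes within the spread of *HILPDA*. *LPIN3* was lower, at 13.8 ± 2.08, with 15.3 in replicate 1 and 12.4 in replicate 2. When only the largest transcript of each gene was used in place of the sum, the *LPIN3* mean fell to 5.44. The libraries of untreated cells behind the fold changes were not analysed here.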

As expected, FG-4592 treatment inhibited lipolysis levels, while knockdown of *HIF1A* reversed this inhibition (Figure 3A). Immunofluorescent staining of the lysosome marker LAMP1 and LD staining with BODIPY 493/503 were carried out. Some LDs were distributed in close proximity to lysosomes, which were recognized as LDs engaging in lipophagy (Schulze et al., 2020). FG-4592 treatment decreased the portion of LDs in the vicinity of lysosomes, while *HIF1A* knockdown restrained this trend (Figures 3B,C). These results indicated that HIF1α inhibited lipolysis, and especially lipophagy.

**FIGURE 3:**
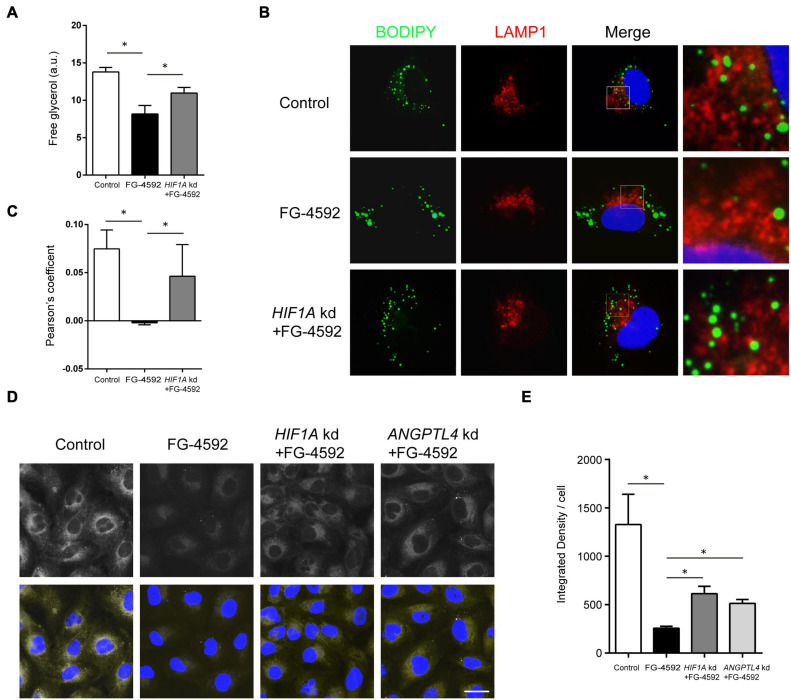
HIF1α decreased FA availability by inhibiting lipolysis and FA uptake. **(A)** Free glycerol released by HK2 cells after 24 h of culture in serum-limited medium in the presence or absence of 50 μM FG-4592. Values were normalized to protein concentration. a.u, arbitrary units. **(B,C)** Colocalization of LDs and lysosomes was assessed by the Pearson’s coefficient. HK2 cells were cultured for 24 h with or without FG-4592 and then in serum-limited culture for 4 h. Lysosomes were marked by immunofluorescence staining of LAMP1 (red). LDs were labeled by BODIPY 493/503 staining. Blue: DAPI. **(D,E)** HK2 cells were cultured in the presence or absence of 50 μM FG-4592 for 6 h and then treated with 2 μM Red C_12_ for 2 h. Red C_12_ uptake was evaluated by confocal microscopy. Scale bar: 20 μm. All images are representative of multiple experiments. *HIF1A* and *ANGPTL4* kd: gene knockdown by siRNA. *p < 0.05. Values are expressed as the mean ± SEM.

Extracellular uptake is another essential source of FA in tubules (Meyer et al., 1997). We then evaluated FA uptake with BODIPY 558/568 C_12_ (Red C_12_), a saturated FA analog with a tail composed of 12 carbons and a BODIPY 558/568 fluorophore (Minami et al., 2017). The results showed that fluorescent intensities in the FG-4592 groups were obviously less than those in the controls, indicating decreased Red C_12_ absorption, while simultaneous *HIF1A* knockdown increased the fluorescent intensities to some degree, thus verifying the role of HIF1α in limiting FA uptake (Figures 3D,E).

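*INSIG1* (ENSG00000186480) had an FPKM of 33.9 ± 2.50 (SD, n = 2) and *INSIG2* (ENSG00000125629) of 19.6 ± 2.26 in the FG-4592-treated libraries. The level of *INSIG1* was above that of *INSIG2* in both libraries, at 32.2 against 18.0 in replicate 1 and 35.7 against 21.2 in replicate 2. The largest single transcript of *INSIG1* accounted for an FPKM of 21.2. The HIF1α peak nearest the *INSIG1* start site in replicate 1 holds 6 RCGTG sites, and the *INSIG2* promoter peak holds 4, one of them 11 bp from its centre (CGGTGAGTGTGCGTGTATCAGTGCA). The centre of the *INSIG1* peak lies in exon 1, and the *INSIG2* peak ends 44 bp from the start site at 118846028 on chromosome 2.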

Several upregulated genes are associated with lipoprotein uptake: *ANGPTL4*, *INSIG2*, and *INSIG1*. ANGPTL4 is a potent inhibiting factor of lipoprotein lipase (LPL) (Aryal et al., 2019) that directly promotes lipoprotein and FA uptake and hydrolyzes TG in circulating lipoproteins (Bruce et al., 2018; Loving et al., 2021). *ANGPTL4* expression was upregulated approximately 15.8-fold (FPKM) by FG-4592. 

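In the FG-4592-treated libraries *ANGPTL4* had an FPKM of 144.2 in replicate 1 and 131.5 in replicate 2 (137.8 ± 8.96, SD, n = 2), rank 330 of the genes analysed. The largest single transcript accounted for 81.4. Replicate 1 of the ChIP-seq had 2 peaks within 1 kb of an annotated *ANGPTL4* start site and replicate 2 had 1. The untreated level that the fold change rests on was not analysed here.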

We conducted siRNA knockdown of *ANGPTL4* and proved its role in partial remission of FA uptake inhibition caused by FG-4592 (Figures 3D,E).

### HIF1α Activation Decreased FA β-Oxidation

Hypoxia-induced factor has been reported to suppress mitochondrial FAO in cancer cells *via* acyl-CoA dehydrogenase MCAD and LCAD regulation (Huang et al., 2014). We then tested the relationship between HIF1 activation and FAO in HK2 cells and found decreased FAO activity caused by FG-4592 (Figure 4A). ATP production was similarly regulated by HIF1α at 24 h (Figure 4B). 

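In cells treated with FG-4592 for 6 h, *BNIP3* had an FPKM of 288.7 ± 12.4 (SD, n = 2) and *BNIP3L* of 66.8 ± 4.59. *BNIP3* was above *BNIP3L* in each library, at 279.9 against 63.5 in replicate 1 and 297.4 against 70.04 in replicate 2. The annotation holds 44 pseudogene copies of *BNIP3*, among which the authors' estimate could divide reads; the highest mean FPKM of a copy was 5.59. The largest single transcript of *BNIP3* gave 206.8. At the centre of the overlapping *BNIP3L* peaks the genome reads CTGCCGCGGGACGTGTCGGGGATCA, with an ACGTG core at 26241195 to 26241199 of chromosome 8 (GRCh37), in an intron.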

As previously mentioned, our results indicated that HIF activation significantly increased *BNIP3* and *BNIP3L* expression, which are key factors that provoke mitophagy (Figure 2C and Table 1). We tested whether mitophagy was induced by HIF activation in HK2 cells with a probe detecting mitochondria-lysosome fusion. As shown in Figures 4C,D, enhanced mitophagy was identified after 48 h of FG-4592 treatment but not at 24 h. In addition, mitophagy was evaluated by measuring the protein level of COX IV (reflecting mitochondrial mass), which also implicated mitochondrial reduction after 48 h of treatment rather than 24 h (Figures 4E,F). These results suggest that other mechanisms are involved in inhibiting mitochondrial oxidation before mitophagy-related mitochondrial loss.

**FIGURE 4:**
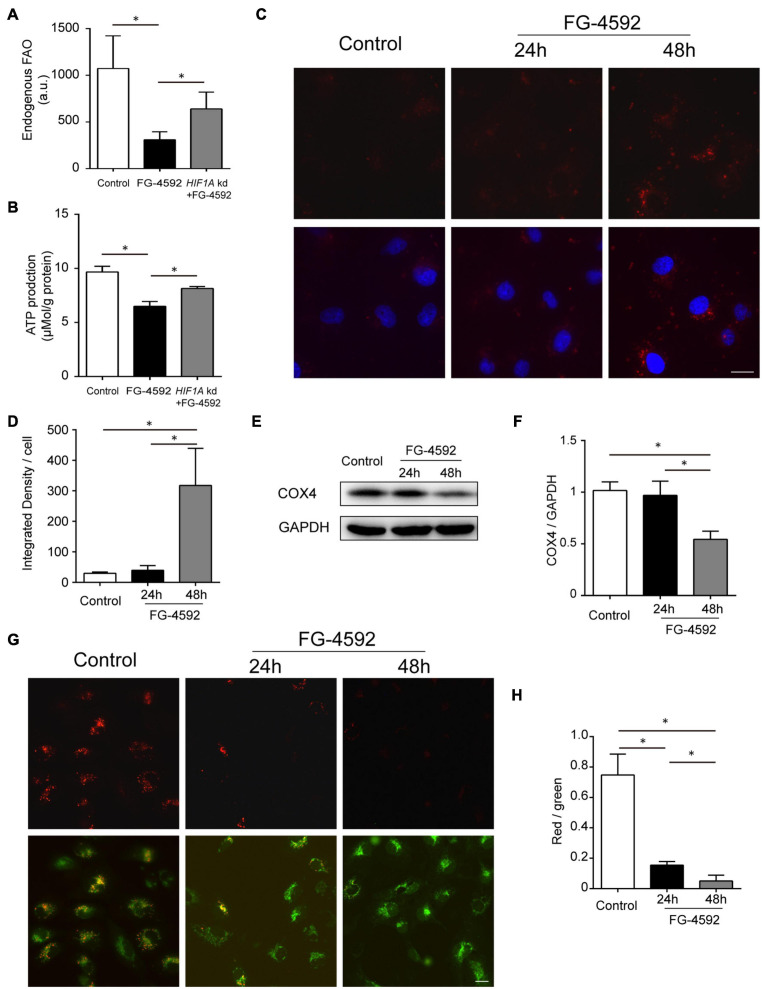
HIF1 activation decreased FA β-oxidation. **(A,B)** Endogenous FAO activity assay and ATP production assay of HK2 cells cultured with or without 24 h treatment of FG-4592 (50 μM). *HIF1A* kd: Cells with *HIF1A* siRNA knockdown before treatment. **(C,D)** Assessment of mitophagy in HK2 cells with a mitophagy detection reagent. The fluorescence intensity of the dye (red) was quantified. Nuclei were stained with Hoechst 33258 (blue). **(E,F)** Representative immunoblots and semi-quantification of COX4 in total cell lysates from HK2 cells. GAPDH was used as loading control. **(G,H)** Mitochondrial membrane potential (Δψm) changes were detected by JC-10 staining and captured by fluorescence microscopy. Then, the red-to-green fluorescence ratio was used to quantify mitochondrial potential. Scale bars: 20 μm. Values are expressed as the mean ± SEM (*p < 0.05).

Several upregulated genes have been shown to restrain basal mitochondrial respiratory capacity with respective mechanisms other than mitophagy, including *BNIP3* (Zhang et al., 2009; Rikka et al., 2011; Liu et al., 2017b), *BNIP3L* (Mughal et al., 2018; da Silva Rosa et al., 2020), *HMOX1* (Zukor et al., 2009; Meyer et al., 2018), *PDK4* (Oh et al., 2017; Ma et al., 2020), and *MIR210* (microRNA-210) (Chan et al., 2009; Nakada et al., 2020; Table 1). 

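*HMOX1* had an FPKM of 114.2 ± 3.85 (SD, n = 2) in the FG-4592-treated libraries. *PDK4* was far lower, at 2.95 ± 0.0149. *MIR210* was listed at 2.66 in replicate 1 and 0.880 in replicate 2, and its host transcript *MIR210HG* at 6.31 and 7.24. *MIR210* overlaps *MIR210HG* on chromosome 11 of GRCh37 (568089 to 568198 within 565657 to 568457), so the authors' estimate could divide reads between them, and its *MIR210* values describe the precursor locus and not the mature microRNA. The difference between *HMOX1* and *PDK4* exceeded the spread between replicates, while the *MIR210* replicates differed about as much as their mean.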

The mitochondrial membrane potential (Δψm) normally remains stable for the respiratory chain to generate ATP and thus can be used as a fundamental indicator of mitochondrial function (Zorova et al., 2018; Li et al., 2020). We found that Δψm was reduced after 24 h of FG-4592 treatment, which was further exacerbated after 48 h (Figures 4G,H), suggesting that mitochondrial function was compromised by activation of HIF and downstream factors before substantial mitophagy induction.

### Sustained High Expression of HIF1α-Related Metabolic Genes After Acute Kidney Injury

Acute ischemia is a common cause of acute kidney injury (AKI). To determine whether HIF1α upregulated metabolic genes participate in AKI, we studied published RNA-seq profiles (GEO accession GSE98622) of murine kidneys taken at different times after 21 min of warm ischemia (Liu et al., 2017a). Several HIF1α-related metabolic genes were highly expressed at the whole-kidney level after ischemia reperfusion. Unexpectedly, these genes showed sustained high expression for up to weeks or months, suggesting the involvement of HIF-mediated metabolic alterations in the chronic tissue remodeling process after AKI (Figure 5). The expression level generally peaked at 4–24 h and declined over time, maintaining a mild rise for a relatively long period. The expression of HMOX1 showed an approximately 1.8-fold increase even at 12 months (*p* < 0.05).

**FIGURE 5:**
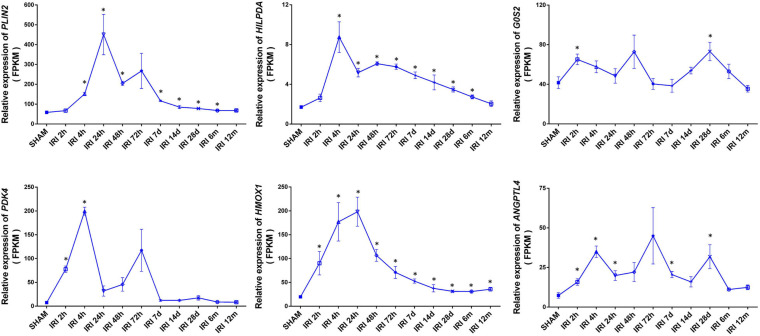
Elevated expression of lipid metabolism genes at the whole-kidney level after acute kidney injury (AKI). Relative expression of the indicated genes is shown by FPKM. Data came from published RNA-seq profiles (GEO accession GSE98622). IRI: ischemia/reperfusion injury. SHAM: sham IRI surgery controls. *X*-axis ticks show different examination time points following IRI of respective groups. Values are expressed as the mean ± SEM (*p < 0.05).

### HIF1α-Induced Lipidomics Alterations in Kidney Tubular Cells

In addition to energy storage, different cellular lipid contents have essential roles in basic cell physiology, functioning as membrane structure components or cell signaling molecules. Profound changes in the renal lipidome may exert either protective or toxic effects in various renal injuries (Rao et al., 2016). To further investigate lipid metabolic transformation triggered by HIF activation, we studied the lipidome with LC-MS/MS. Treatment with FG-4592 led to distinct lipidomic compositions (Figure 6A). A total of 402 individual lipid species were detected, among which 62 lipids were significantly upregulated and 9 were downregulated (| log_2_ fold change| >1, VIP ≥ 1) (Figure 6B). The majority of upregulated lipid species were TGs, which was in accordance with the intracellular LD accumulation phenomenon and HIF mediated lipid catabolism inhibition mentioned above.

**FIGURE 6:**
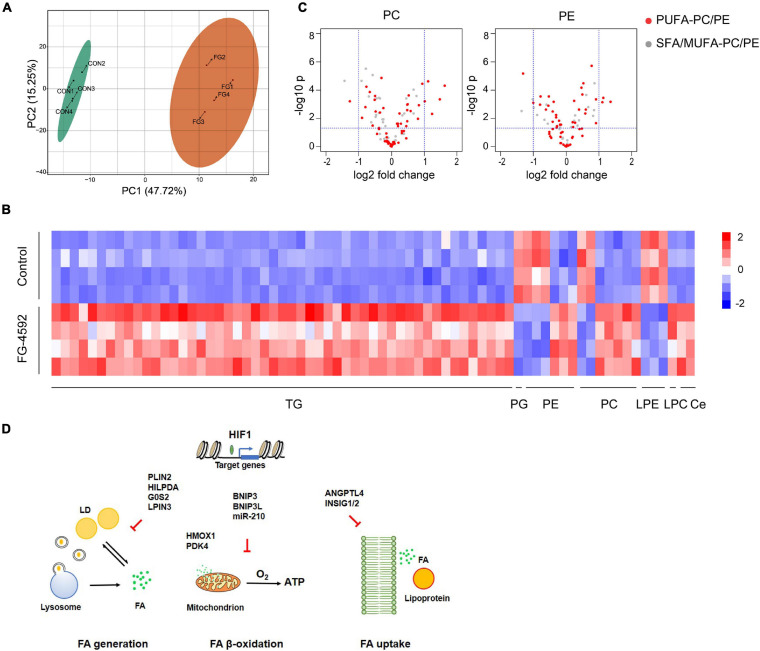
HIF1α-induced lipidomics alterations in kidney tubular cells. **(A)** PCA score plots based on the identified lipid metabolites by LC-MS/MS of HK2 cells treated or untreated with 50 μM FG-4592. CON: Control group. FG: FG-4592 treated group. *N* = 4. **(B)** Heatmap of the differentially enriched lipid species. | log_2_ fold change| > 1, VIP ≥ 1. TG, triglyceride; PG, phosphatidylglycerol. PE, phosphatidylethanolamine; PC, phosphatidylcholine; LPE, lysophosphatidylethanolamine; LPC, lysophosphatidylcholine; Ce, ceramide. **(C)** Volcano plots showing the changes in PC/PEs grouped as PUFA-PCs/PEs (red fill) and saturated/monounsaturated fatty acyl (SFA/MUFA)-PCs/PEs (white fill) between FG-4592 treated and control groups. **(D)** Schematic diagram displaying HIF1 activation-regulated reprograming of FA metabolism.

Eukaryotic membranes are mainly composed of glycerophospholipids (GPLs), sphingolipids, and sterols. Phosphatidylcholine (PC), phosphatidylethanolamine (PE), phosphatidylserine (PS), and phosphatidylinositol (PI) are the major classes of membrane GPLs, while PC and PE account for 41–57 mol% and 17–38 mol% of the total phospholipids, respectively (Yang et al., 2018). We identified differentially enriched GPLs and found that the upregulated GPLs were particularly PCs and PEs that contain polyunsaturated fatty acyl (PUFA) chains, such as arachidonic acid (C20:4) (Figure 6C). Increased lipid unsaturation might correlate with HILPDA activation as HIF1α/2α was shown to significantly enrich polyunsaturated lipids *via* HILPDA in clear-cell carcinomas, independent of its ATGL-suppressing function (Zou et al., 2019).

We identified an increase in two sphingolipids: ceramide(m18:1/22:1) and ceramide(m18:1/20:0). Ceramide was demonstrated to regulate various cellular responses like inflammation and apoptosis and was linked closely with renal dysfunction (Zhu and Scherer, 2017; Huwiler and Pfeilschifter, 2018). 

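In the FG-4592-treated libraries *NEU3* had an FPKM of 4.21 ± 0.264 (SD, n = 2) and *ACER2* of 2.04 ± 0.180. Neither gene had a HIF1α peak within 1 kb of a start site in replicate 1 or replicate 2. The untreated libraries were not analysed here, so these are levels and carry no test of a change.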

HIF has been proven to regulate ceramide metabolism *via* NEU3 (Xie et al., 2017) or ACER2 (Zhang et al., 2019) in different tissues, but not in our RNA-seq data; thus, additional studies are needed to clarify the regulatory mechanism.

Notably, one phosphatidylglycerol (PG), which is the precursor for cardiolipin synthesis, was downregulated in the FG-4592-treated groups. Cardiolipin is almost exclusively found in the mitochondria (Martinou and Youle, 2011); thus, it may reflect downregulated mitochondrial biogenesis. Three lysophosphatidylethanolamines (LPEs), which are derived from the hydrolytic cleavage of fatty acid residues at the sn-2 position of PEs, were downregulated, suggesting decreased membrane lipid catabolism. However, in the transcriptome results, PG metabolism-related genes CDS1/2, PGS1, and CRLS1 and LPE-related phospholipase genes were not differentially expressed between groups, suggesting possible involvement of other mechanisms apart from HIF-associated transcription regulation.

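Under FG-4592, *CDS1* had an FPKM of 4.07 ± 0.292 (SD, n = 2), *CDS2* of 11.6 ± 0.0356 and *PGS1* of 10.1 ± 0.455. *CRLS1* differed between the replicates, with 21.5 in replicate 1 and 38.4 in replicate 2. A promoter peak of HIF1α replicate 1 lay over the *CRLS1* start site, from 5986641 to 5986923 on chromosome 20 (GRCh37), and replicate 2 had no peak within 1 kb. Of 35 annotated genes whose symbol begins with PLA2G, pseudogenes and antisense transcripts included, 4 had a mean FPKM of at least 1, namely *PLA2G15*, *PLA2G12A*, *PLA2G6* and *PLA2G4C*. A further 23 were listed at 0 in both libraries. *PLA2G15* was highest, with an FPKM of 30.1 in replicate 1 and 15.5 in replicate 2, and *PLA2G12A* followed at 7.67 and 7.50. These libraries are all of treated cells, so they give the levels on one side of the comparison that the paper reports.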

## Discussion

The possible correlation between kidney dysfunction and lipid metabolism dysregulation has been studied for decades. Renal tubules, especially proximal tubules, are in high demand for ATP to maintain constant reabsorption activities that are crucial for body fluid and electrolyte balance. As β-oxidation of FA is the principal way tubules obtain ATP, the homeostasis of lipid metabolism has particular importance to renal physiology (Kang et al., 2015). In this study, we tried to further investigate the associations between hypoxic responses and tubular lipid metabolism and found that HIF1α inhibited tubular FA metabolism in a robust manner, involving multiple genes (Figure 6D).

Renal lipid accumulation is seen in systematic dyslipidemia, such as nephrotic syndrome or diabetic nephropathy (Falkevall et al., 2017; Agrawal et al., 2018). Metabolic disorders of intrinsic kidney cells also underlie lipid accumulation and lipotoxicity, such as in injured tubular epithelial cells (Zager et al., 2005; Tran et al., 2016). The mechanism of lipid accumulation-associated kidney detriment is not quite clear. Several studies have suggested that lipotoxicity in the kidney is ascribed to mitochondrial, lysosomal, or endoplasmic reticulum stresses, accompanied by resultant inflammation and fibrosis (Declèves et al., 2014; Szeto et al., 2016; Yamamoto et al., 2017). Additionally, disturbed lipid metabolism *per se* might jeopardize kidney function by hindering energy supply. Notably, Kang et al. disclosed that defective tubular FAO plays a key role in renal fibrogenesis, whereas accumulation of TG and long-chain fatty acids alone was not sufficient to cause renal fibrosis (Kang et al., 2015). In AKI animal models, accumulated kidney lipids went with downregulated FAO-related factors, while activation of PPARα (Li et al., 2005, 2009; Nagothu et al., 2005), PGC1α (Tran et al., 2011, 2016), and CPT1 (Idrovo et al., 2012) provided renal protective effects. By analyzing public data, we found sustained high expression of several genes upregulated by HIF stabilization and may affect lipid metabolism, which have been seldom studied in this issue.

Metabolic reprograming is a basic event in hypoxic responses. HIF is a potent metabolic regulator that functions at both the tissue and cellular levels, reprograming energy production and utilization to cope with a low oxygen supply (Schito and Rey, 2018). Other than the well-known effect of enhancing anaerobic glycolysis, studies have illustrated that HIF promotes lipid storage in liver and clear cell renal cell carcinoma (Rankin et al., 2009; Qiu et al., 2015; Du et al., 2017). Very recently, PHD inhibition was found to increase lipid accumulation in human tubular epithelial cells, suggesting participation of HIF in tubular lipid regulation, although the concrete mechanism still needs further investigation (Schley et al., 2020). We provide evidence that HIF1α activation has inhibitory effects on tubular lipid metabolism, including FAO, leading to lipid accumulation. Consistent with our results, another recent study showed that the PHD inhibitor enarodustat can counteract diabetes-induced upregulation of fatty acid and amino acid metabolism genes and thus may have protective roles against diabetic kidney disease progression (Hasegawa et al., 2020).

In the current study, HIF1α suppressed lipid utilization at both the hydrolysis and mitochondrial oxidation levels, reducing ATP production. Lipolysis is carried out by cytosolic lipases or lysosomal lipases. The latter, called lipophagy, has unique importance in maintaining energy homeostasis of the proximal tubules during prolonged starvation (Minami et al., 2017). We showed that lipolysis, especially lipophagy, was suppressed by HIF1α. LD is composed of a neutral lipid core and a surrounding phospholipid monolayer with functional proteins such as PLIN2. It dynamically regulates FA utilization and neutral lipid storage to avoid excessive cytoplasmic FA induced toxicity (Farese and Walther, 2009). We showed that the FA supply from LDs and the extracellular space was reduced after HIF1α activation, while mitochondrial FAO was also decreased. FAO downregulation was not the result of limited FA availability because the lipidome showed that the cellular FA level remained stable instead of exhausted.

The mitophagy-related genes *BNIP3* and *BNIP3L* were significantly upregulated, and augmented mitophagy was verified by fluorescence probe and reduced mitochondrial mass at 48 h under FG-4592 treatment; however, repressed FAO was observed before that time point. Several upregulated genes were reported to be linked with mitochondrial respiration perturbation by inducing a number of functional changes: mitochondrial permeability transition and/or Δψm loss (Zhang et al., 2009; Liu et al., 2017b; Oh et al., 2017; Meyer et al., 2018; Mughal et al., 2018; da Silva Rosa et al., 2020); mitochondrial fission (da Silva Rosa et al., 2020); mitochondria-endoplasmic reticulum association disruption (Ma et al., 2020); and mitochondrial inner structure disorganization (Zukor et al., 2009; Nakada et al., 2020). Further studies are needed to illustrate the mechanisms involved in HIF1-suppressed β-oxidation, which might be a multiple factor-involved process.

Canonical factors known to mediate FA uptake, such as CD36, FATPs, and FABPs, were not significantly changed by the FG-4592 treatment according to our results. 

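In the FG-4592-treated libraries, 4 of 15 genes for CD36, the FATPs (the *SLC27A* family) and the FABPs had a mean FPKM of at least 1. *FABP5* was highest at 24.6 ± 0.390 (SD, n = 2), followed by *SLC27A4* (FATP4) at 13.6 ± 1.09 and *SLC27A1* (FATP1) at 4.84 ± 1.26. The fourth was *SLC27A5*, with 2.40 in replicate 1 and 3.17 in replicate 2. *CD36* was listed at 0 in replicate 1 and 0.0684 in replicate 2. The annotation holds 15 pseudogene copies of *FABP5*, and the highest mean FPKM among them was 3.12. No gene of this list had a HIF1α promoter peak in both ChIP-seq replicates. Lists matched on FPKM held 0.106 such genes on average, so this absence does not argue against binding. Untreated libraries were not analysed here, so no change is tested.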

Remarkably, ANGPTL4 was upregulated by HIF1α and showed sustained elevation in the kidneys after AKI. In the skeletal muscle and heart, ANGPTL4 potently inhibits cell surface LPL activity, which mediates hydrolysis of plasma TG to FA for tissue uptake (Clement et al., 2014; Aryal et al., 2019). Recently, it was found that LPL directly contributes to lipoprotein and lipid (including FA) import (Bruce et al., 2018; Loving et al., 2021), while our study showed that downregulated Red C_12_ levels in FG-4592 treated cells could partly be attributed to the HIF1/ANGPTL4 pathway. INSIG1/2 functions to inhibit LDL absorption by suppressing the SREBP/LDLR pathway (Shimano and Sato, 2017). Whether HIF1α-upregulated ANGPTL4 and INSIG1/2 affect lipoprotein uptake or hydrolysis in the kidney still needs further investigation.

The role of bioactive sphingolipids in the adverse effects of lipid accumulation and dyslipidemia has recently gained increasing attention (Hannun and Obeid, 2018). As the central molecule in sphingolipid metabolism, ceramide has been illustrated to be proapoptotic, proinflammatory and profibrotic and involved in the pathogenesis of multiple disorders (Summers et al., 2019). According to the lipidome study, we identified two types of significantly accumulated ceramides after HIF activation. Ceramide storage and turnover mainly take place in LDs (Yang et al., 2018), although it is not clear whether its increase is associated with LD accumulation. We also identified increased PCs and PEs with PUFA chains, which might be more vulnerable to peroxidation reactions (Bailey et al., 2015), pending further confirmation.

Our study proposes the following question: would PHD inhibitors or HIF activation harm kidney function by FAO inhibition? HIF-PHD inhibitors have been explored in clinical trials of renal anemia, as HIF modulates erythropoietin production. FG-4592, also named roxadustat, has been approved for the treatment of anemia in patients with CKD in China (Voit and Sankaran, 2020). Oral roxadustat was effective for anemia in Chinese patients undergoing or not receiving dialysis, without an additional risk of renal impairment during treatment (Chen et al., 2019a,b). Nonetheless, adverse effects of HIF activation in the kidneys should not be simply ignored according to the results of clinical trials in selected patients. A number of studies have verified the link between HIF1α and tubulointerstitial inflammation or fibrosis (Higgins et al., 2007; Kimura et al., 2008; Luo et al., 2014; Kraus et al., 2018; Li et al., 2018; Chen et al., 2020). On the other hand, oral administration of HIF-PHD inhibitors showed systematic effects out of the kidney, such as benefiting cholesterol metabolism, which may subsequently affect kidney metabolism (Chen et al., 2019b). Some researchers have suggested that the balance of beneficial or deleterious effects of HIF-PHD inhibitors in injured kidney depends on the timing of administration (Yu et al., 2012). The dosage adopted should also be important for PHD inhibitor effects. Actually, the effective FG-4592 concentration in anemia treatment was much lower than that in our experiment (Groenendaal-van de Meent et al., 2021).

Our study further illustrated how HIF functions in tubular lipid metabolism regulation. Reduced lipolysis, FA uptake, and FAO combined to reprogram tubular lipid utilization from a high-energy production state to relatively low efficiency. This reprograming may keep cells away from FA-associated cytotoxicity and excessive mitochondrial ROS production in acute hypoxia but would increase overall lipid accumulation. In summary, HIF1α activation reorganized lipid homeostasis in renal tubules by blocking FA utilization at different levels, which reduced ATP availability and further led to lipid accumulation. Mitigating in such changes in hypoxia-related renal disorders may provide novel approaches for treatment.

## Data Availability Statement

The data presented in the study are deposited in the Gene Expression Omnibus repository https://www.ncbi.nlm.nih.gov/geo/, accession number GSE175681.

## Author Contributions

JY and WL contributed to the conception of the study. WL and AD performed the experiment. YX contributed significantly to analysis. LX helped perform the analysis. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

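The data analysed were 2 HIF1α ChIP-seq peak lists and 2 RNA-seq expression tables of HK2 cells, all labelled as treated with 50 μM FG-4592. The paper gives 6 h of treatment. Condition and replicate number came from the sample labels and the methods of the paper. Libraries of untreated cells were not analysed here, so the fold changes, the count of differentially expressed genes, the gene ontology terms and the gene set enrichment of the paper were not recomputed.

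For the ChIP-seq, the authors trimmed and filtered the reads, aligned them to hg19 with Bowtie2, kept uniquely mapped reads and called peaks with MACS2, separately for each replicate. The paper's text does not name the version, the threshold or the control library. The deposited lists give positions only. No score per peak is given, so the planned ranking of peaks by score, and the 10 shared peaks that were to be named by rank, could not be made. For the RNA-seq, the authors mapped the reads with HISAT2 and estimated transcript levels with StringTie 1.3.3 on the GENCODE 27 annotation, and deposited coverage, FPKM and TPM per transcript. The tables hold no counts of reads, so no count model was used. The coordinates of these tables are those of GRCh38: of 55862 genes shared by both annotations, 4.48% start within 1000 bp of their GRCh37 start. Peaks were compared with the GRCh37 genome and GENCODE 44 mapped to it, and expression was joined to them by Ensembl identifier. Positions were not converted between builds.

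FPKM and TPM were summed over the transcripts of a gene. Depth is known only as coverage multiplied by transcript length, 4442 and 4202 Mb. With 2 libraries the SD of an FPKM is imprecise, and each value is given with its SD or per library. The depth behind the peak lists is unknown, so the Wilson 95% intervals of shares of peaks cover counting error only.

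A peak was shared when it overlapped a peak of the other replicate by at least 1 bp. Chance overlap came from 1000 random placements of peaks on their own chromosomes, clear of assembly gaps. Promoters were windows of 1 kb on either side of annotated start sites, and a gene counted as having a promoter peak in both replicates when each had a peak at any of its start sites. Gene lists were compared with 10000 random lists, each member replaced by one of the 200 genes nearest in log2(mean FPKM + 1). RCGTG was sought on both strands within 100 bp of peak centres, since the lists give no summit, and in windows 1 kb to either side, by two-sided Fisher's exact tests. The lists of genes for glycolysis, fatty acid oxidation and fatty acid uptake were compared with all other protein-coding or expressed genes by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over the 3 lists. The 7 replicate 2 peaks on the mitochondrial chromosome were left out of placements and motif tests, because the hg19 mitochondrial sequence differs from the one used here. Peaks on unplaced contigs, 28 in replicate 1 and 298 in replicate 2, were kept.

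The genes that the text may name were set before the data were examined: those that the paper names in its transcriptome or ChIP-seq results, other genes of lipid metabolism and mitochondria that it names elsewhere (*PNPLA2*, *LPL* and *SREBF1* among them), the genes for HIF1α, HIF2α, ARNT, VHL and the prolyl hydroxylases, members of the fixed lists with a promoter peak or named by the paper, such as *ACADL*, genes whose symbol begins with PLA2G, and the 5 genes with the highest mean FPKM (*GAPDH*, *FTL*, *TMSB10*, *TMSB4X* and *EEF1A1*, with mean FPKM of 7552, 3831, 3449, 3177 and 2855). Not every gene that this rule allows is named, and genes outside it are marked where they appear as chosen after their values were seen. The alternatives fixed before the data were examined covered the overlap, the promoter window, the start sites, the motif window and its control, the expression unit, the pseudocount, the minimum FPKM, the background of the lists and leaving out each replicate. Further alternatives were chosen after seeing the data: overlapping peaks in both replicates, promoter peaks only, peaks without exon bases, shuffled windows, the first start site for the Table 1 count, and bases of coverage.

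The code was tested on simulated data before use. With 60% of 2000 simulated peaks planted at promoters, the share found was 63.8%, which includes peaks that fell there by chance. With a response element core planted in 70% of 2000 windows, the planted share recovered was 71.7%, after correction for cores in unplanted control windows. Of 100 random gene lists, 5% had a p below 0.05. The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, pysam 0.24.0 and matplotlib 3.10.9, and samtools 1.23.1.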

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

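The comparison of list sizes and the motif test of replicate 2 promoter peaks against promoter-matched windows were written before their results were seen, and the enrichment test of the glycolysis list before the data were examined; the tests by exon coverage, GC content, introns, exon share at and away from promoters, overlap of replicate 1 promoter peaks with replicate 2 and expression-matched capture of glycolytic promoters were chosen only after the result was seen, as were the limits at which any of these tests was taken to argue against an explanation.

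Peaks of HIF1α replicate 2 lie mostly in exons, which the paper does not report. Of their bases, 84.5% lay in annotated exons, against 5.47% of the genome, and 12232 of the 16953 peaks (72.2%) were over 90% exon. In replicate 1 the share of bases was 32.9% and 14.2% of peaks were over 90% exon. A smaller list holding only the strongest sites of the larger one is argued against by the overlap, since only 20.4% of the replicate 1 peaks met a replicate 2 peak; whether these are its strongest peaks could not be computed without scores. Base composition is argued against as well: outside promoters, replicate 2 peaks covered 29.6% of the exon bases of protein-coding genes with a mean FPKM over 100, but 1.63% of exon bases at the same GC content in genes listed at 0. Chromatin of transcribed gene bodies would extend into introns, and intron bases 200 to 500 bp from an exon were covered to 0.330% in the genes over 100. Away from promoters, 83.2% of the bases of peaks found in replicate 2 only lay in exons, which open chromatin would not predict. At promoters, peaks of replicate 2 only carried RCGTG in 29.1% of cases and matched promoter windows in 29.7% (Fisher's exact test, two-sided, p = 0.467), which is what was predicted for open chromatin before the test was run. Against their own flanks 1 kb away, which are not matched to promoters, the share was higher, at 29.1% against 25.8% (odds ratio 1.18; Fisher's exact test, two-sided, p = 4.53e-06), so the motif comparison depends on the control. The exon share argues against open chromatin as the main source of these peaks too: 90.8% of their bases lay in exons, against 36.8% on average, and at most 38.3%, in 1000 draws of windows of the same width and offset from start sites of genes of like FPKM without a promoter peak (permutation test with random windows, one-sided, p = 0.001, the smallest that 1000 draws can give). Single peaks among them stay open. The motif test was read in turn as favouring open chromatin and as undecided before this comparison was made.

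The share of exon bases covered by replicate 2 peaks rose with expression, from 1.56% in genes listed at 0 through 2.53%, 5.36% and 16.7% to 29.6% in genes over 100. This is consistent with the hypothesis that the replicate 2 library holds RNA-derived sequence such as complementary DNA. No untreated or input library was analysed that could show where it entered. A list from an unrelated experiment is argued against, because 16.5% of the replicate 1 promoter peaks met a replicate 2 peak, against 3.75% of windows at the same offset from start sites of genes of like FPKM without a replicate 1 peak (permutation test with random windows, one-sided, p = 0.001, the smallest that 1000 draws can give). Another HIF1α experiment stays open. Peaks shared at promoters carried RCGTG in 92.1% of cases by replicate 1 and 81.8% by replicate 2. Apart from open chromatin and the chromatin of transcribed gene bodies, no biological explanation of the exon share was tested, since both replicates carry the same treatment.

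The glycolysis list, written before the data were examined, had promoter peaks in both replicates at 14 of 21 genes: *HK2*, *GPI*, *PFKP*, *ALDOA*, *TPI1*, *GAPDH*, *PGK1*, *PGAM1*, *ENO1*, *PKM*, *LDHA*, *PDK1*, *SLC2A1* and *SLC16A3*. Other genes had such peaks in 1.68% of cases (odds ratio 116.9; Fisher's exact test with Benjamini-Hochberg adjustment over the 3 lists, p = 5.98e-20, and from 2.67e-13 to 2.38e-18 under the alternatives that kept both replicates). Capture of promoters of highly expressed genes as such is argued against: in replicate 1, 17 of the 21 genes had a promoter peak, against 2.10 on average in lists matched on FPKM. In replicate 2 the count was 15 against 8.21 in matched lists, so expression alone gives much of it there. Where the peaks of both replicates had to overlap, an alternative chosen after seeing the data, the count was 9. Direct binding of HIF1α at glycolytic promoters stays open as a hypothesis; the treated libraries alone hold no change in expression to set beside it.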

How the results depend on the processing

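The 12 results named in the design were recomputed under 53 alternatives, 40 of them fixed before the data were examined and 13 chosen after seeing the data. In 44 cases the result kept its direction and its side of the threshold of 0.05, or, without a test, stayed within the spread or, for counts, within 1.5 times. Among these 44 is the library difference limited to Table 1 genes with a mean FPKM of at least 1. That limit kept all 13 genes, so the result could not change. Requiring overlapping peaks could not change the count of 0 for the fatty acid lists either, since replicate 1 had no promoter peak there. Overlap by 50% of the shorter peak was compared with the chance level for 1 bp, which is the higher one. Settings that left out one replicate enter this count by their values alone, among them the Table 1 count in replicate 2 alone, which did not pass the threshold when tested on its own. The share of replicate 2 peaks at promoters lost significance under one setting: among peaks without exon bases, a setting chosen after seeing the data, it was 9.11% (permutation test by random placement, one-sided, p = 0.0829). Peaks without exon bases cannot cover a start site, since every start site lies in an exon, while the random placements could. The setting itself therefore lowers the share, in replicate 1 to 26.6%, and the test compares unlike sets. No other cause was tested.

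The median FPKM of genes with a promoter peak in both replicates, 15.6 over the mean of the libraries, moved by more than the spread between the libraries under every alternative. It was 43.1 in TPM, which is another unit, 21.9 among genes with a mean FPKM of at least 1, which leaves out silent genes by construction, 13.8 with a window of 3 kb and 14.8 for overlapping promoter peaks, chosen after seeing the data. It ran from 1.22 to 8.96 across the 2 sets that each left out one ChIP-seq replicate: replicate 2 alone gave 1.22 and replicate 1 alone 8.96. The count of promoter peaks in the fatty acid oxidation and fatty acid uptake lists was 0 in both replicates, and for each list ran from 0 to 2 genes when one replicate was left out, with the 2 genes in replicate 2 alone (*ACADM* and *ACADVL* for oxidation, *SLC27A3* and *SLC27A6* for uptake).

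The Table 1 count in both replicates was 7 with windows of 500 bp and 1 kb, 9 with 3 kb and 10 kb, 6 with overlapping peaks and 6 with the first start site of each gene, the last pair chosen after seeing the data, and it ran from 7 to 10 when one replicate was left out. Replicate 2 on its own, tested as part of the design, had 7 genes against 4.15 in random lists and did not pass the threshold (permutation test, one-sided, p = 0.0738), while replicate 1 on its own did (10 genes, permutation test, one-sided, p = 0.0001, the smallest that 10000 lists can give). The percentage of peaks with RCGTG stayed above that of flanks or shuffled windows under the 4 alternatives run in each replicate. Against promoter-matched windows, a control outside these alternatives, promoter peaks of replicate 2 only were not above it (29.1% against 29.7%).

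Of the mean FPKM of 19 named genes, 11 moved by more than the SD when the largest single transcript replaced the sum. Leaving out either RNA-seq library moved none by more than the SD, which the construction of an SD over 2 libraries gives.

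Ranking peaks by the authors' score was not run, since the lists hold no score. No paired analysis was possible because every library carries the same treatment, so no groups are compared, and the replicate numbers of ChIP-seq and RNA-seq belong to different assays. With 2 RNA-seq libraries, a difference in expression between them cannot be assigned to one of them.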

Differences from the paper's values

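The paper states fold changes between treated and untreated cells. No untreated library was analysed here, so no value of that kind was set beside the paper's.

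Table 1 of the paper marks *G0S2* as having HIF1α at its promoter, and Fig. 2C shows low signal over the gene. Neither deposited peak list had a peak within 1 kb of a *G0S2* start site. The nearest peak was 1235951 bp away in replicate 1 and 173490 bp away in replicate 2. Windows of 500 bp, 3 kb and 10 kb, set before the data were examined, gave no *G0S2* peak in either list. The other marks of Table 1 match the replicate 1 list at 1 kb, with peaks at the 10 other genes marked as bound and none at *HMOX1* and *PDK4*. In replicate 2, *PLIN2*, *INSIG1* and *INSIG2*, which the table also marks as bound, had no peak within 1 kb. With windows of 3 kb and 10 kb, *PLIN2* and *INSIG2* had one in replicate 2. The nearest of these peaks were centred in exons, 1957 bp (*PLIN2*) and 1879 bp (*INSIG2*) from the start sites at 19118444 and 118864235. The replicate 1 peaks lay at other start sites of these genes, so these replicate 2 peaks do not match them. With 10 kb, *HMOX1*, which the table marks as not bound, had a peak in replicate 1.

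The methods of the paper name hg19 for the RNA-seq mapping. The coordinates of the deposited expression tables are those of GRCh38.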

Other observations

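The tests of explanations in this part, on the shared peaks and on the RNA-seq replicates, were all chosen after the results were seen; the counts for the fatty acid lists were planned.

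Peaks shared by both replicates away from promoters, 167 by replicate 1, carried RCGTG in 34.7% of cases, against 92.1% of the shared promoter peaks. Of these 167, 72.5% lay within 1 Mb of an assembly gap of at least 1000 bp or on unplaced contigs, against 21.0% of replicate 1 peaks away from promoters that were not shared. This is consistent with the hypothesis that reads of repeated sequence collapse at the same places in both libraries. The 46 that lay elsewhere carried RCGTG in 89.1% of cases, and those near gaps in 14.0%. No biological explanation of the peaks near gaps was tested.

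The RNA-seq replicates differed more than 2-fold at 55 of 6337 genes with a mean FPKM of at least 10. Of these, 37 overlap another gene, and 35.1% of the 37 stayed more than 2-fold apart when bases of coverage were summed over the overlapping genes. These genes were selected on that same 2-fold cut. The median absolute log2 difference of the 37 fell from 1.25 by FPKM to 0.78 by the summed bases. The authors' division of reads between overlapping genes and transcripts may explain a part of the difference, while much of it remained. Summed bases also include unchanged neighbours, which shrink a gene's difference even without such division. The fall alone therefore cannot separate these explanations. An example of such division may be *TXNDC5*, with an FPKM of 44.2 in replicate 1 and 178.6 in replicate 2. The fused transcript *BLOC1S5-TXNDC5* was at 81.1 in replicate 1 and listed at 0 in replicate 2. Of the other 18 genes, alone in their locus, 77.8% stayed more than 2-fold apart by bases, which argues against division between transcripts as their cause. *MYC* was the most distant of these on the FPKM scale, with an FPKM of 58.3 in replicate 1 and 8.68 in replicate 2. *TXNDC5*, *BLOC1S5-TXNDC5* and *MYC* were chosen after their values were seen. The test was first run on all 55 genes, of which 49.1% stayed more than 2-fold apart by locus, and was divided by overlap after that value was seen. Both libraries carry one treatment label, so no biological explanation was tested.

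*LPL*, the lipase that ANGPTL4 inhibits, was listed at 0 in replicate 1 and at an FPKM of 0.0446 in replicate 2, while its inhibitor ranked 330 by mean FPKM. *PNPLA2*, which encodes ATGL, had an FPKM of 39.8 ± 4.07 (SD, n = 2). Of 20 fatty acid oxidation genes, 18 had a mean FPKM of at least 1. None of the 20 had a promoter peak in both replicates, and neither had any of the 15 fatty acid uptake genes (Fisher's exact test, Benjamini-Hochberg adjusted p = 1 for each list, and 1 under each alternative that kept both replicates). Lists matched on FPKM held 0.651 and 0.106 such genes on average, so a count of 0 was likely and does not argue against binding. *ACADM* (MCAD) had an FPKM of 19.8 ± 0.484, and *ACADL* (LCAD) was listed at 0 in both libraries.

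*HIF1A* had an FPKM of 112.2 ± 2.57 (SD, n = 2). *EPAS1*, which encodes HIF2α, had 27.3 in replicate 1 and 42.4 in replicate 2, while the ratio of its bases of coverage, scaled to each library's total, was 0.939. *EGLN1* was the one gene among *HIF1A*, *EPAS1*, *ARNT*, *VHL*, *EGLN1*, *EGLN2* and *EGLN3* with a promoter peak in both replicates. A replicate 1 peak lay 8001 bp upstream of the *HMOX1* start site on chromosome 22 of GRCh37, from 35768104 to 35768353, with an RCGTG core 9 bp from its centre (CCTCAGCCAGCACGTCCTCGGCCTC). *SREBF1* had a replicate 1 promoter peak from 17739667 to 17739900 on chromosome 17, and an FPKM of 32.4 ± 0.875.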
